A study of Mus musculus with 4 samples.

How the data were processed

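Mouse muscle stem cells carrying a MyoD knock-in reporter had been grown in culture for 5 days. Cells with high MyoD-tdTomato signal were sorted and profiled by droplet single-cell RNA sequencing, per the labels. MyoD is the protein product of Myod1, a transcription factor of the muscle lineage, and tdTomato is a red fluorescent protein that reports its expression. The 4 samples carry replicate numbers 1 to 4 within 1 group. Cells with low reporter signal are named in the labels' protocols and were not analysed here. Libraries were made with the 10x Genomics 3-prime chemistry, per the labels' protocols, which reads the end of each polyadenylated transcript and tags every captured molecule with a unique molecular identifier (UMI).

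The deposited values are raw UMI counts per gene and cell barcode, made with Cell Ranger 7.1.0 per the file headers. The genome build, the gene annotation, the rule for calling barcodes and the treatment of intronic reads are stated neither in the labels nor in the headers. Intronic reads, where counted, raise long genes and nuclear transcripts relative to short ones. Of the 32285 gene identifiers in each file, 32158 (99.6%) were found in GENCODE M21. Coordinates are therefore those of GENCODE M21 on GRCm38, matched by Ensembl identifier, and the build used by the authors may be another. No other per-sample values come with the counts.

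Independence of the 4 files was examined first, by a rule set before the data were examined. The files were to count as 1 sample if every pair shared most of its barcodes and if over 95% of cells correlated better with their own barcode in another file than with different barcodes. The comparison was then made with 100 randomly drawn other barcodes per cell. Pearson correlation was computed over genes on the natural log of UMIs plus 1. Summed gene counts of each pair were compared by a chi-square test over genes with at least 20 counts. A dispersion ratio was also computed for each pair, as the sum of squared count differences over genes and cells divided by the sum expected of independent Poisson draws. Sharing of molecules between files lowers this ratio below 1. The ratio was tested on simulated data for all 32285 genes, where simulated sharing of 0%, 15% and 30% of molecules came back as 0.628%, 15.3% and 29.9%.

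The rule was met, so the 4 files were treated as repeat libraries of 1 set of cells. Each value was computed per file and averaged, without summing, since part of the molecules appears in several files. No test between cells was run and no p-value was computed from cells. Intervals are exact 95% Poisson (counts) or Clopper-Pearson binomial (shares) intervals at the mean count of 1 file. Intervals of a difference of shares combine the 2 binomial intervals, and those of a log2 ratio are exact conditional binomial intervals on the scale of CPM plus 1. All of them cover counting error only, taking cells (shares) or UMIs (levels and log2 ratios) as independent draws. Intervals of levels and log2 ratios leave out variation between cells. All intervals leave out variation between animals, cultures and sorts. Planned quasi-likelihood and Wald tests, and the fits with and without the library as a block, needed independent libraries and were not run.

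Kept cells were the barcodes present in all 4 files with at least 1000 genes and under 10% mitochondrial UMIs, both averaged over the files. Levels are CPM, that is UMIs of a gene per 1000000 summed UMIs. For shares of cells with a gene, each cell was thinned at random to 5000 UMIs per file, and cells below that depth in any file were left out. Doublets were scored with the Scrublet method as implemented in scanpy 1.11.5, with an expected rate of 5%. Its own threshold marked 0 of 5481 cells, which for a data set of this size means that the caller did not work. No cell was removed on that basis, and removal of the cells with the highest 5% of scores was added as an alternative after the data were seen. Cell cycle phases were scored with scanpy on log-normalized counts (10000 per cell) from 42 S and 52 G2/M genes. Clusters came from 2000 variable genes, 30 principal components, 15 neighbours and the Leiden method (leidenalg 0.10.2) at resolution 0.5, on the summed counts of the files, as were the doublet scores.

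Marker lists for 7 cell types were set before the data were examined. A marker counted as raised at a CPM of at least 10 and at least 1.5 times that of all other kept cells. A cluster took a type's name with at least 3 raised markers of that type and more than of any other type. Clusters with most of their cells in S or G2/M were called dividing, which is a state and not a type. The thresholds for raised markers and the dividing rule were set after the data were seen.

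For the contrast of cells with and without a Myog UMI, thinned counts were summed per file and side. Log2 ratios were taken on CPM plus 1 and averaged over the files. Genes named from this contrast are those with the 5 highest and 5 lowest ratios, by a rule written before the data were examined: at least 50 counts in every file, the same direction in every file, and neither Myog nor a cell cycle, mitochondrial or ribosomal protein gene. A list of 25 myogenic and cell cycle genes and a list of 5 sex-linked genes had been chosen at the same time. On simulated data, all of 128 changed genes among 6527 came back with the right direction and at least 2-fold (100%), and 0.156% of unchanged genes passed 2-fold. The simulation used 1 file, cells thinned to 2000 UMIs and a random split of the cells in place of Myog detection. Cells differed by depth and Poisson draws only, and each changed gene had a true log2 ratio of 2 in size. Recovery was therefore close to assured, and the simulation checks the computation, not its performance on these cells.

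Among 18 alternatives, 16 were chosen before the data were examined. They changed the cell filter, the thinning depth, the phase call, the clustering, the scaling of the contrast (DESeq2 median-ratio size factors, computed directly), the count minimum, the Myog threshold and the averaging of CPM, or left out each file. TMM factors from edgeR 4.0.16 and the removal of high doublet scores were added later. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and R 4.3.3.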

Results

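The data describe the transcriptomes of single mouse muscle stem cells that were cultured for 5 days and sorted for high activity of a MyoD reporter. With 1 group of 4 labelled replicates, the design allows a description of the sorted population and comparisons between cells within it. The files held 5985 different barcodes in all, with 68391013 UMIs in replicate 1, 68898900 in replicate 2, 67157284 in replicate 3 and 62627341 in replicate 4. Median depth per barcode ranged from 9961.5 UMIs in replicate 4 to 10937 in replicate 2.

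To find out whether the replicates can serve as a measure of error, the cell barcodes of the 4 files were compared. Pairs of files shared between 5946 and 5965 barcodes, or 99.9% of the smaller file in every pair. Independent draws from a list of 1000000 barcodes, an assumed size, would share about 35.7. Cells with the same barcode correlated between files with a median Pearson r of 0.793 to 0.799 across genes, against 0.662 to 0.666 for different barcodes. In each pair, 98.4% to 98.8% of cells correlated better with their own barcode than with any of 100 others. Totals per cell correlated with r of 0.99970 to 0.99973.

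**Figure D1:**
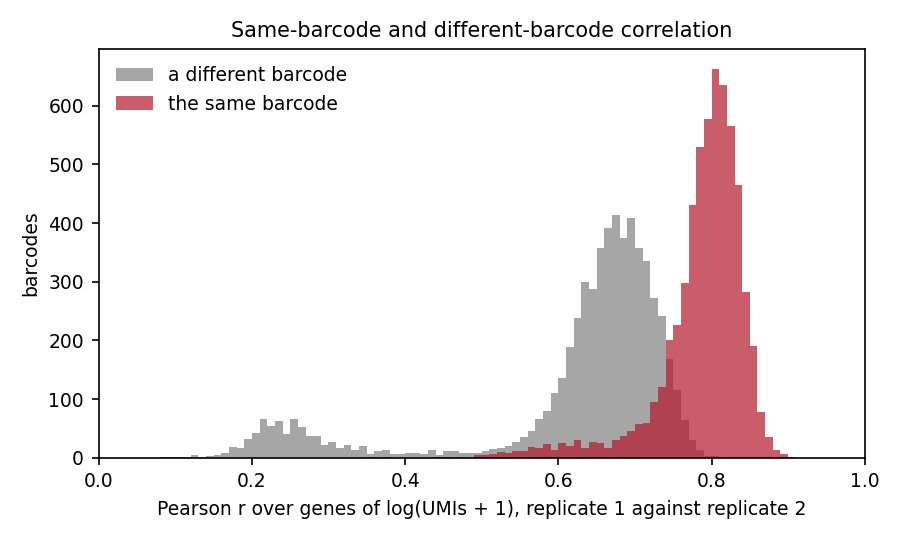
Histogram of Pearson r across genes between replicate 1 and replicate 2 (x axis, no unit) against the number of barcodes (y axis), for pairs with the same barcode (red) and with a randomly drawn different barcode (grey). Same-barcode pairs have a median of 0.799 and different-barcode pairs one of 0.666.

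For gene counts summed over cells, the chi-square statistic per degree of freedom lay between 0.901 and 1.03 over the pairs, where separate molecules of identical samples would give 1. The dispersion ratio of single-cell counts was 0.857 to 0.868, below the value of 1 that separate molecules would give. At equal capture of molecules by each file, this corresponds to 13.2% to 14.3% of the molecules of 1 file being present in another. With molecules shared, sampling alone would bring the chi-square statistic to the dispersion ratio, which was 0.869 to 0.878 with genes weighted alike. The statistic lay 3.22 to 15.4 SD above it over the pairs, so the summed gene counts differed slightly beyond sampling, most of all between replicates 1 and 4. The 4 files were therefore counted as 1 sample (n = 1), and there are no replicates from which a biological error could be taken. Ranges over the files given below measure the repeatability of library sampling in the same cells.

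Of 5944 barcodes in all 4 files, 5481 were kept. They had a median of 11049 UMIs and 3226.5 genes per file and 3.66% mitochondrial UMIs. The 463 barcodes left out had a median of 1207 UMIs and 40.9% mitochondrial UMIs. Thinning to 5000 UMIs kept 5197 cells and left out 284. The loss was uneven over the clusters described below. The progenitor-like cluster 2 fell from 1108 to 976 cells, cluster 6 from 365 to 329 and the myocyte-like cluster 1 from 1147 to 1121. Values over thinned cells therefore hold fewer progenitor-like cells than the kept set.

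The first question was which stages of the myogenic programme the sorted cells express. Pax7 marks muscle stem cells, Myf5 and Myod1 mark committed myoblasts, and Myog marks the onset of differentiation. Myod1 (ENSMUSG00000009471, GENCODE M21 on GRCm38, chromosome 7, 46376474 to 46379099) reached 507 CPM with an interval of 501 to 512. Myog (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548) reached 1803 CPM, with an interval of 1793 to 1813. Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528) was lower at 57.1 CPM, between 55.3 and 59.0. Myf5 (ENSMUSG00000000435, chromosome 10, 107482908 to 107486134) was at 54.2 CPM, between 52.4 and 56.0, which overlaps the interval of Pax7. All 4 are protein-coding genes, and the UMIs are given per gene, not per transcript. Under the alternatives, the level of Myog ranged from 1718 CPM with the stricter cell filter to 1872 CPM when CPM were averaged over cells in place of summing.

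Transcripts of differentiated muscle were abundant. Ttn stood at 2898 CPM, Acta1 at 2134, Myh3 at 651 and the fusion genes Mymk and Mymx at 553 and 184. The cell cycle inhibitor Cdkn1a was at 1174 CPM and its relative Cdkn1c at 78.3, against 157 for the proliferation gene Mki67 and 171 for Ccnd1. The surface marker Cd34 was at 0.253 CPM and Calcr, a gene of quiescent stem cells, at 0.261. These rested on means of 16.8 and 17.2 UMIs per file.

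Single cells were then scored for each gene at equal depth. At 5000 UMIs, Myod1 was detected in 80.7% of cells (interval 79.6% to 81.8%), Myog in 67.4% (66.1% to 68.7%), Pax7 in 20.4% (19.3% to 21.6%) and Myf5 in 19.5% (18.4% to 20.6%). Without thinning the shares were 90.1%, 76.4%, 34.6% and 33.6%, so each depends on depth. The share for Myod1 exceeds that for Myog while the CPM has the opposite order, and no order of these 2 genes was read from the shares. Repeat libraries also show how often a single detection recurs. A cell with a Pax7 UMI in 1 file had another in a given other file in 47.3% of cases, compared with 87.5% for Myog.

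No cluster of cells outside the muscle lineage was present in which background from free RNA could be read. Within the lineage, Pax7 was detected in 1.36% of thinned cells of the myocyte-like cluster 1 (median 11858 UMIs) and in 38.7% of the progenitor-like cluster 2 (median 9150 UMIs). Myog was detected in 99.9% of cluster 1 and in 39.0% of cluster 2.

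Co-detection was examined to see whether stem cell and differentiation genes coexist in the same cells. Myog was found in 38.5% of cells with a Pax7 UMI (interval 35.5% to 41.4%) and in 74.9% of those without (73.5% to 76.2%), a difference of -36.4 percentage points (-39.7 to -33.2). The single files gave -38.8 to -34.2. For Myf5 in place of Pax7 the shares were 43.4% and 73.2%, a difference of -29.8 points. Myod1 was less frequent in Pax7-detected cells, by -18.5 points (66.0% against 84.5%). In contrast, Myog was more frequent in cells with a Myod1 UMI, at 73.7% against 41.1%, a difference of 32.7 points. Mki67 was detected in 47.5% of Pax7-detected cells and 26.5% of the others and in 23.3% of Myog-detected cells and 46.5% of the others, or -23.3 points. All 6 differences exceeded their counting intervals and had the same sign in each file. Without thinning, the difference for Myog by Pax7 was -25.9 points.

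Cell cycle phases were assigned to describe how much of the population was dividing. G1 was called in 55.8% of cells (interval 54.4% to 57.1%), S in 13.3% (12.4% to 14.3%) and G2/M in 30.9% (29.7% to 32.1%), so that 44.2% were in S or G2/M. The same cell received the same phase in a pair of files in 95.2% of cases. When cycling was called from any UMI of Mki67 or Top2a instead, the share was 49.7%. Among thinned cells, 34.1% of those with a Myog UMI were in S or G2/M (interval 32.5% to 35.7%), against 68.1% of those without (65.8% to 70.3%). The difference was -34.0 points on average and -35.2 to -33.5 in the files.

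Levels of the listed genes were compared between cycling (S or G2/M) and G1 cells by their summed UMIs. Pax7 was higher in cycling cells, with 80.0 against 34.8 CPM, a log2 ratio of 1.18. Myf5 had 68.1 against 40.6 CPM and a log2 ratio of 0.73. Myog was lower, with 711 against 2870 CPM and a log2 ratio of -2.01, and Myod1 was slightly lower, with 439 against 573 CPM and a log2 ratio of -0.38. The counting intervals of the 2 levels did not overlap for any of these 4 genes. Cdkn1a was lower in cycling cells, with a log2 ratio of -1.83, and so was Cdkn1c with -2.18, whereas Ccnd1 was higher with 1.10. Intervals of the log2 ratio for Calcr and Cd34 included 0 at these counts. The G1 side holds most cells of the clusters with high Myog described below, with 99.7% of cluster 1 and 93.2% of cluster 4. In the progenitor-like cluster 2, with 85.5% in G1, Pax7 was at 110 CPM, against 96.0 and 79.3 in the dividing clusters 3 and 5. Myf5 was at 107 against 77.9 and 68.3, and Ccnd1 at 313 against 265 and 218. Higher levels of these 3 genes in cycling cells thus did not hold against cluster 2.

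Clustering gave 7 clusters. Cluster 1 (1147 cells, 20.9%, interval 19.9% to 22.0%) carried 13 raised markers of the differentiating myocyte list and was called differentiating myocyte-like. Cluster 2 (1108 cells, 20.2%, interval 19.2% to 21.3%) had 4 raised stem or progenitor markers (Pax7, Myf5, Sdc4 and Vcam1) and was called muscle stem or progenitor-like. The name of cluster 2 rests on these markers alone. Its 10 leading genes by fold were Pde7b, Ror1, Spp1, Arhgap42, Tgfbr3, Rnf180, Mgp, Cdh11, Rcan2 and Sulf1, of which 0 are on any marker list and several are also expressed in mesenchymal cells. Col3a1, Ly6a, Rgs5 and Notch3 from the fibroblast and pericyte lists were raised in it too, whereas Pdgfra and Dcn of the fibroblast list stayed at 0.893 and 0.917 CPM beside 443 CPM of Myod1. Clusters 3, 5, 6 and 7 together held 43.0% of cells and were called dividing. The naming of a state takes cells out of the types, since cluster 3 (1007 cells, 18.4%) also had 3 raised progenitor markers (Pax7, Myf5 and Vcam1) and cluster 7 had 8 raised myocyte markers. Cluster 6 was called dividing by its phases (36.2% of cells in G1), although its Mki67 and Top2a, at 75.9 and 146 CPM, were below the levels over all kept cells of 157 and 266. The shares of the named types thus cover cells outside the dividing clusters only. Cluster 4 (870 cells, 15.9%) had 2 raised myocyte markers, Myog and Tnnt1, and stayed unnamed, at 3173 CPM of Myog.

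The size of the myocyte-like class depended on the clustering, with 27.0% to 37.0% of cells under all 10 other cell sets and clusterings tried. Clusters 1 and 4 together held 36.8% of cells (interval 35.5% to 38.1%). In a comparison chosen after this was seen, they supplied 89.5% to 99.7% of the kept cells in the class of each other clustering. The class took in 99.5% to 100% of cluster 1 and between 38.3% and 94.6% of cluster 4. Most markers of other tissues were under 1 CPM over all kept cells, with Dcn at 0.326 CPM, Ptprc at 0.0265, Cdh5 at 0.0796 and Sox10 at 0.0152. The exceptions above 20 CPM were Col3a1 (110), Notch3 (50.3) and Ly6a (29.6), and no cluster had 3 raised markers of any type outside muscle.

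**Figure D2:**
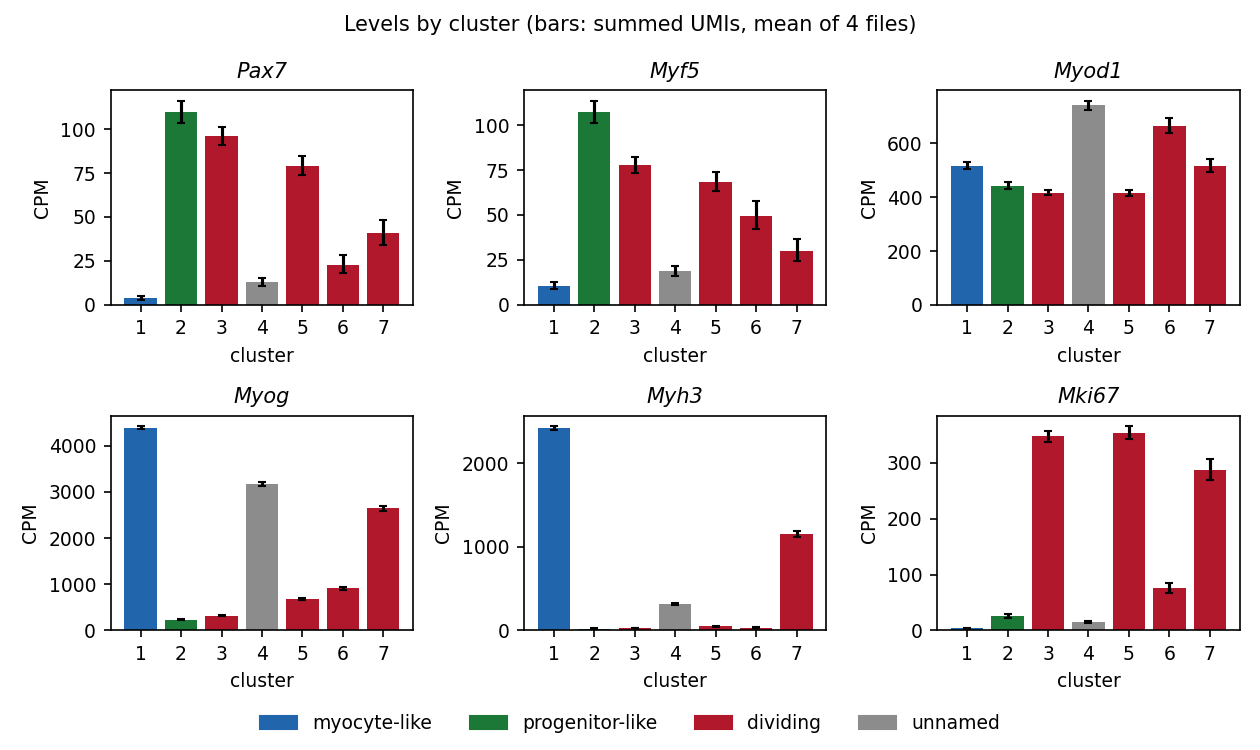
Levels of 6 listed genes (y axes, CPM of summed UMIs, mean of the 4 files, starting at 0) in the 7 clusters (x axes), coloured by the name of the cluster, with exact 95% Poisson intervals that cover counting error only. Pax7 is at 110 CPM in cluster 2 and 3.77 in cluster 1, and Myog is at 232 and 4389.

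To list the transcripts that go with Myog, thinned cells with a Myog UMI (a mean of 3505 per file) were compared with those without (a mean of 1692). The median log2 ratio of all genes past the count minimum was -0.18 with CPM, which shifted to 0.00 with TMM factors and with median-ratio size factors, so single ratios are to be read against -0.18. With Myog detected, the 5 highest ratios were those of Actc1 (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548), Smim5, Myh3, Myh1 and Smpx. Actc1 had 1900 CPM in cells with Myog and 39.3 in those without, a log2 ratio of 5.56. Smim5 (ENSMUSG00000048442, chromosome 11, 115899966 to 115906269) had 80.1 and 0.857 CPM, a log2 ratio of 5.46. Myh3 and Myh1, nearby myosin heavy chain genes on chromosome 11 whose similar sequences can share reads, had log2 ratios of 5.45 each. Smpx had one of 5.44. The intervals of these 5 ratios overlap, and their order is not resolved.

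At the other end, the lowest ratios were those of Gucy1a1 (ENSMUSG00000033910, chromosome 3, 82092427 to 82145789), Tm4sf1, Cdh6, Aqp5 and Angpt1. Gucy1a1 had 2.48 CPM in cells with Myog and 16.4 in those without, a log2 ratio of -2.33 with an interval of -2.69 to -1.91. Tm4sf1 had 20.6 and 104 CPM, a log2 ratio of -2.28. Cdh6 was at -2.26, Aqp5 at -2.18 and Angpt1 at -2.14, again with overlapping intervals. The sizes of these low ratios depended on the settings. With at least 2 Myog UMIs as the threshold, all of them moved below their intervals, to between -3.21 for Tm4sf1 and -2.85 for Aqp5. Without thinning, Tm4sf1 was at -1.65 and Aqp5 at -1.71, while Gucy1a1 stayed within its interval at -2.15. Without replicate 4 the rule named 7 of the 10 genes again, and 9 again without any other single file.

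Among the listed genes, Cdkn1c was higher with Myog by a log2 ratio of 3.88 and Cdkn1a by 2.46. The Notch target genes Heyl and Hey1 were lower, at -1.77 and -1.58, as was the receptor gene Notch3, at -1.74. Pax7 was at -1.83 and Myf5 at -1.50. Myod1 differed less, at 0.87. All of these kept their sign under the 3 scalings. Spry1 (0.31) had an interval of -0.04 to 0.63, which included 0 but lay above the median ratio of -0.18.

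**Figure D3:**
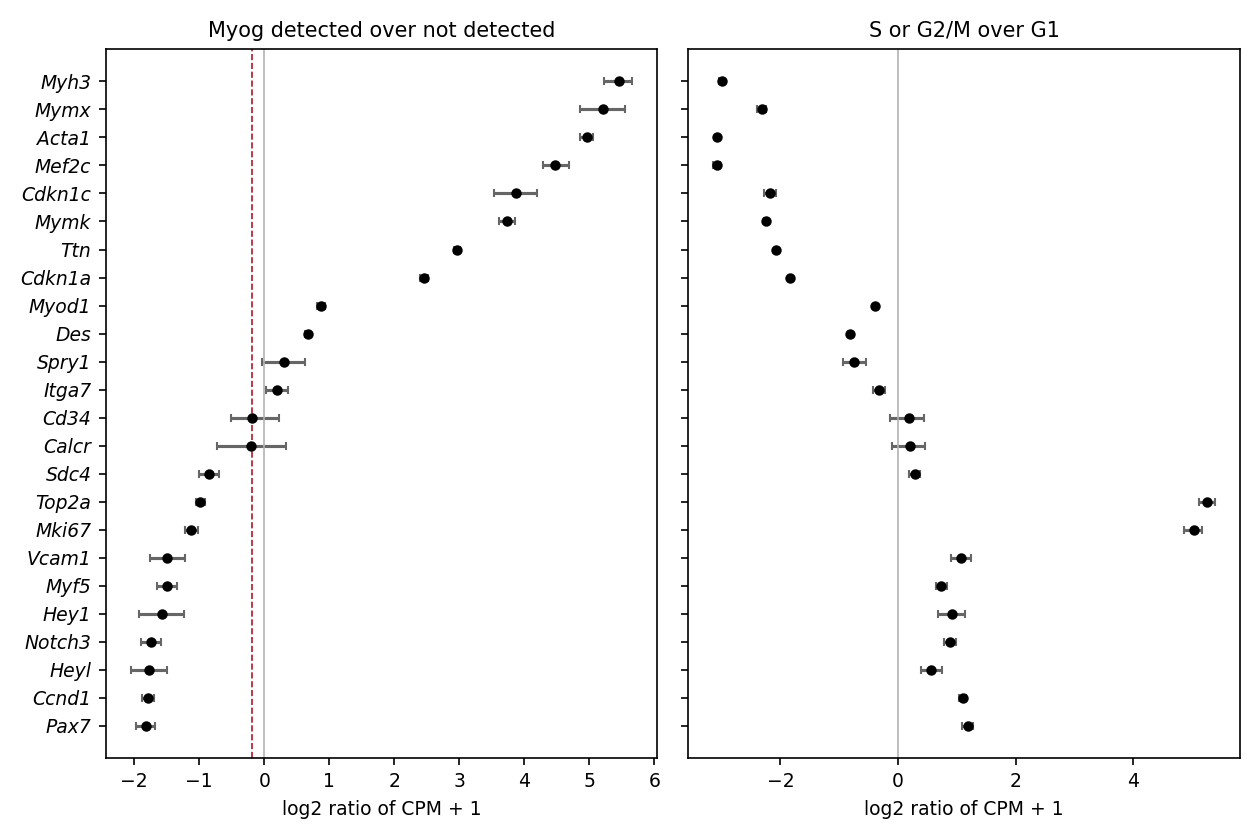
Log2 ratios of CPM plus 1 for the listed genes other than Myog (y axis), in cells with over cells without a Myog UMI (left) and in S or G2/M over G1 cells (right), with 95% intervals that cover counting error only. The dashed line marks the median of all genes in the Myog contrast, -0.18, and Pax7 lies at -1.83 on the left and 1.18 on the right.

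Sex-linked genes were examined for cells of both sexes. Xist, which is transcribed from the inactive X chromosome of female cells, was at 372 CPM and was detected in 77.8% of thinned cells. Of the Y-linked genes, Ddx3y had a mean of 60 UMIs per file, Uty 1.75, and Eif2s3y and Kdm5d 0, which allows up to 0.0559 CPM for each of the latter pair.

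Xist was lower in cluster 6 (365 cells, median 8608 UMIs, 1.95% mitochondrial UMIs), at 128 against 385 CPM in the other kept cells. A set of 6 other non-coding RNAs retained in the nucleus, chosen after this was seen, was therefore measured. Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672) was at 410 CPM in cluster 6 and 8886 in the other cells. In the left-out barcodes the direction was opposite, with Malat1 at 35246 CPM against 8770 in kept cells, mitochondrial UMIs excluded from both totals.

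**Figure D4:**
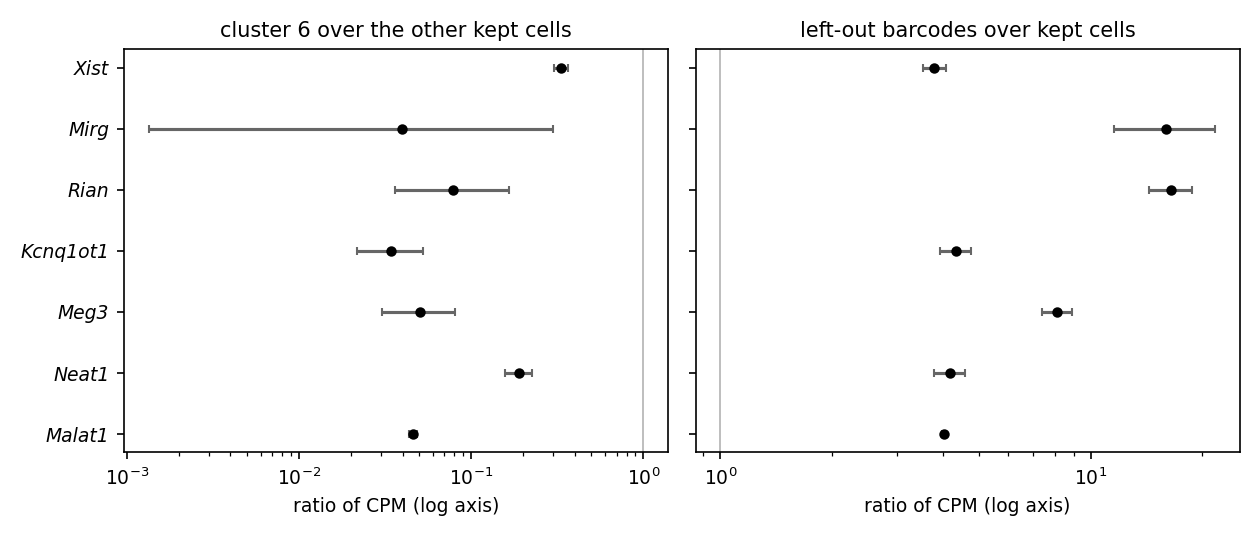
Ratio of CPM (x axes, log scale, no unit) of 7 nuclear non-coding RNAs (y axis) in cluster 6 over the other kept cells (left) and in the left-out barcodes over kept cells without mitochondrial UMIs (right), with exact 95% intervals that cover counting error only. All ratios lie below 1 on the left, with Malat1 at 0.0462, and above 1 on the right, with Malat1 at 4.02.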

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

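The test of counting error below was chosen after the values of the single files had been seen, as was the test with the other Y-linked genes. Those on depth and on Ddx3x were set beforehand.

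In 7 of 92 values compared over the 4 files, 1 file lay far from the other 3. Chance alone gives about 5% of such cases. The files were replicate 3 for the level of Myf5 (52.8 CPM) and for the share of cells with Ccnd1 (36.9%), and replicate 4 for the share with Cdkn1c (8.79%). Replicate 1 stood apart in the difference in S or G2/M cells by Myog detection (-35.2 points) and in the cycling over non-cycling log2 ratio of Mymk (-2.21), and replicate 2 in that of Spry1 (-0.56). None of the 6 values over cells had a file outside the counting interval of the mean. Over all values, 4.07% of single-file values lay outside it. Each file is part of the mean, and the files share cells and molecules, so counting error of 1 file alone would give fewer than 5%. It cannot be told apart from the small differences between the files. Biological explanations were not tested, since the files sample the same cells.

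Replicate 4 also had the lowest number of genes detected, 21448. With all files thinned to its total, the expected numbers were 21460, 21431 and 21490 for replicates 1 to 3. The gap of the farthest file then fell to 0.496 of the range, so the lower depth of replicate 4 is a candidate explanation.

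Ddx3y, a gene outside the comparisons above, had 60 UMIs per file, more than a count of 0 allows. Male cells would bring the other Y-linked genes with it, but Eif2s3y, Uty and Kdm5d together had 1.75 UMIs per file. Of thinned cells with a Ddx3y UMI, 84.8% also held Xist (interval 63.9% to 95.5%), against 77.8% of those without. Reads of the similar X-linked gene Ddx3x may have been counted as Ddx3y. Cells with a Ddx3y UMI had 0.734 times the Ddx3x UMIs of other cells (interval 0.284 to 1.46), and with a mean of 24.8 such cells per file this source cannot be told apart from others. The sex of the animals is not given in the labels, and no biological explanation other than male cells was tested.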

How the results depend on the processing

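The removal of high doublet scores and the TMM factors were chosen after the data were seen. Of 134 comparisons between values that answer a question and their alternatives, 89 stayed within the counting interval, 45 moved beyond it and 0 reversed sign. Shares of cells cannot reverse sign. Most of the 89 came from leaving out a file or from adding the left-out barcodes. The files hold the same cells, and the added barcodes had a median of 1207 UMIs, below the thinning depth of 5000. Apart from class sizes, these settings could change little, so the 89 are weak evidence of stability. Among the remaining results 178 stayed and 51 moved. Except where stated, the cause of a change was not tested.

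Each of the class sizes moved beyond its counting interval in some or all settings. The progenitor-like share stayed within it over all barcodes, at 20.4%. The dividing share stayed within it at resolution 1, at 44.3%, and without replicate 1, 3 or 4. Against 20.9% in the reported clustering, the differentiating myocyte-like share was 35.3% over all barcodes, 32.9% with at least 2000 genes and under 5% mitochondrial UMIs, 37.0% with the highest 5% of doublet scores removed, 32.7% at resolution 1, 32.3% with 15 principal components and 34.3% with cell cycle genes left out. The added cells came mostly from cluster 4, since clusters 1 and 4 supplied 89.5% to 99.7% of this class in each case. The share ranged from 27.0% to 36.4% across the 4 clusterings that each left out one file. The progenitor-like share, 20.2% as reported, was 22.2% with the stricter cell filter, 22.9% without high doublet scores, 14.0% at resolution 1, 16.7% with 15 components and 18.0% without cell cycle genes, and ranged from 16.9% to 24.6% when one file was left out. The dividing share, 43.0% as reported, was 37.3% over all barcodes, 44.9% with the stricter filter, 40.1% without high doublet scores, 40.2% with 15 components and 30.5% without cell cycle genes, and from 38.6% to 42.9% when one file was left out. Since the files hold the same cells, changes on leaving out a file show how easily the cluster boundaries shift.

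Leaving out the thinning changed the size of every difference between cells with and without a gene, but no sign. Then Myog by Pax7 was -25.9 points, Myod1 by Pax7 -9.55, Myog by Myod1 40.1, Myog by Myf5 -19.5, Mki67 by Pax7 32.3, Mki67 by Myog -16.3 and S or G2/M by Myog -21.7. At 2000 UMIs, Myog by Myod1 was 21.6, Myog by Myf5 -35.1, Mki67 by Pax7 12.1 and Mki67 by Myog -15.4.

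The share of cells in S or G2/M was 48.7% with the stricter filter, 42.6% without high doublet scores and 49.7% when called from Mki67 or Top2a UMIs. That call also gave -27.8 points by Myog detection and cycling over non-cycling log2 ratios of 1.07 for Pax7, -0.31 for Myod1 and -1.53 for Myog. Without high doublet scores these ratios were -0.42 for Myod1 and -2.33 for Myog.

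The number of the 10 genes named by the Myog contrast that were named again ranged from 7 to 10. It was 7 without thinning, at 2000 UMIs and without replicate 4. The other scalings shift all ratios almost alike and could hardly change the order, so the 10 genes named again there say nothing about stability. Keeping the cells marked by the doublet caller changed nothing, because it marked 0. The Wald test and the fit without a library block were not run, because the libraries are not independent. The shares of cells with Pax7 and Myf5 fell to 10.0% and 9.83% at 2000 UMIs.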

Other observations

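Chosen after their results were seen were the tests on molecules shared between files and their sampling, on the cells with high Myog in G2/M, on counting noise for Cdkn1c, on cluster 6 against clusters 3 and 5, and on the share of Cdkn1c cells with Meg3 against repeat detection of Meg3. The other tests were written before their results were computed, for patterns already noticed in the data.

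Counts of the same gene in the same cell agreed between files more closely than independent draws would. The ratio of squared differences to the sum expected of separate molecules averaged 0.862 over the 6 pairs of files. Its highest value was 0.868, which argues against files made of entirely separate molecules. The same cDNA molecules may have been counted in several files, as when parts of 1 amplified cDNA are indexed separately. At equal capture this would put a cell at about 80195 molecules in the library, of which about 35872 appear in the 4 files together. Sampling of molecules alone does not explain the summed gene counts, since their chi-square statistic exceeded the value set by the shared molecules by at least 3.22 SD in every pair. The cause of these small differences was not tested.

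Cluster 6, with little Xist and few mitochondrial UMIs, also held less of other nuclear RNAs. The median ratio of 6 other nuclear non-coding RNAs to the other kept cells was 0.0483, and 6 of 6 were under 0.67 of their level, which argues against a difference in Xist alone. Meg3, Rian and Mirg were concentrated in the myocyte-like cells, so part of their low ratios reflects cell state. Against the dividing clusters 3 and 5 alone the median was 0.281, with Malat1 at 0.0660, Kcnq1ot1 at 0.0456 and Neat1 at 0.277, while the intervals of Rian and Mirg included 1. These values are consistent with barcodes that captured cytoplasm with little of the nucleus, a hypothesis that imaging or the share of intronic reads could test. The median mitochondrial share was 1.95%, against 3.28% and 3.36% in clusters 3 and 5. A low share does not follow from a missing nucleus and stays unexplained. Whether the cells of cluster 6 arise in culture, in sorting or in the droplets was not tested, and neither was a biological explanation. At 6.66% of kept cells, they pass the usual filters on genes and mitochondrial UMIs and are counted in the phase and level values above.

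The 463 left-out barcodes showed the mirror image. The median ratio of the same 6 RNAs to kept cells, without mitochondrial UMIs, was 6.23, with Malat1 at 4.02, Neat1 at 4.17 and Kcnq1ot1 at 4.33. Meg3, Rian and Mirg were higher still, which may partly reflect the cell state from which the barcodes came. This is consistent with damaged cells that lost cytoplasm and kept nuclear and mitochondrial RNA. It was not tested whether these barcodes and those of cluster 6 come from the same events.

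Cluster 7 (161 cells) combined G2/M phase in 84.5% of cells with Myog at 2645 CPM. Its median of 19143 UMIs was 0.832 of the sum of the medians of clusters 1 and 5, and 1.72 times that of the dividing cluster 5. Doublet scores in the highest 5% were found in 55.3% of its cells and in 3.31% of the others. Droplets with a differentiating and a dividing cell may explain this cluster. Fused cells would look alike and were not tested. A further 78 cells in G2/M in all files, with Myog at or above the median of cluster 4, lay outside cluster 7. Their median depth of 8424 UMIs was 0.366 of the same sum, which argues against doublets for them as a set. A candidate explanation is that some cells express Myog at a high level before leaving the cycle, and phase scoring errors stay open.

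Free RNA from lysed myocytes was weighed as the only source of myocyte transcripts in the progenitor-like cluster 2. Its profile was not measured. Relative to cluster 1 the 13 markers ranged from 0.801% for Actc1 to 18.6% for Tnnt1, a 23.2-fold spread, but relative to cluster 4 the spread was 7.87-fold, so it depends on the profile assumed and excludes nothing. Free RNA of any profile comes in fixed proportions, and only its amount varies between droplets. A marker would then vary between cells no more than pairs of markers vary together. For the 11 markers with at least 0.1 UMIs per cell, the relative variance of the median marker was 4.64 times that shared with the others (3.93 to 5.15 over the pairs of files), after molecules counted in both files were taken off. This argues against free RNA as the only source for the markers as a set, although single ratios were unstable. Mymk had one of 1.83 (1.69 to 2.27), and Myl4 one of 1.90 (0.316 to 2.92), which includes the value of 1 that free RNA would give, while Mef2c ranged from 10.2 to 171. Free RNA may still account for part of these transcripts, and expression in the cells themselves or misplaced cells stay open for the rest.

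In the myocyte-like cluster 1, Cdkn1c varied more between cells than any other of 2302 genes with a mean of at least 0.3 UMIs. Rian was rank 2 and Meg3 rank 6, while ranks 3 to 5 were Ctrb1, Fabp3 and Prkg1, which are not on the list of imprinted genes used below. Cdkn1c averaged 1.08 UMIs per thinned cell and was detected in 18.0% of cells, whereas a Poisson draw of that mean would give 66.1%. That gap follows from its choice as the most variable gene, so counting noise was tested in files not used for the choice. Those files hold the same cells and part of the same molecules, so the test is not fully independent of the choice. Cdkn1c was also rank 1 by replicates 1 and 2 alone. In replicates 3 and 4, cells with Cdkn1c in 1 file held it in the other in 81.9% of cases. That is 4.61 times its share of 17.8% among all cells. At equal capture these files shared 13.6% of molecules, which raises the repeat expected of counting noise above 17.8% by an amount not computed. Sharing of that size leaves most molecules separate, so 81.9% still argues against counting noise between files. Noise in making a cDNA common to all files would recur in each and stays open. Over all pairs of files Cdkn1c was detected again in 81.2% of cases, Meg3 in 85.5% and Rian in 76.1%. Most cells of the cluster thus had little Cdkn1c while a minority had much. The high mean level of Cdkn1c with Myog also drew on other clusters. It was at 200 CPM in cluster 1, 151 in cluster 4 (14.2% of thinned cells) and 109 in cluster 7 (19.1%). Variation between cells was not ranked in clusters 4 and 7, and the part supplied by the minority in cluster 1 was not measured.

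Cdkn1c, Meg3 and Rian are imprinted in the mouse, that is, expressed from 1 parental copy. Meg3 and Rian lie 32213 bases apart on chromosome 12 (GENCODE M21, GRCm38) and Cdkn1c on chromosome 7. Rian was detected in 60.9% of cluster 1 cells with Meg3 and in 1.35% of those without, a ratio of 45.2. The neighbouring genes may therefore be switched on and off as a unit in single cells. Cells with more nuclear RNA are not the reason, since Malat1 was only 1.09 times higher in cells with Meg3. Meg3 was found in 27.7% of cells with Cdkn1c and in 18.9% of those without, a ratio of 1.46. That is below the 2-fold set in advance for 1 subset of cells expressing all 3 genes. In such a subset, Cdkn1c cells would hold Meg3 about as often as Meg3 cells hold it again in another file, but their share was 0.323 of that, which argues against 1 subset. A weaker link between Cdkn1c and Meg3 remains, and its cause was not tested.

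A list of 46 imprinted genes was used to ask whether imprinted genes as a class behave this way. The list was written from general knowledge and includes genes whose imprinting is disputed or limited to some tissues, which could pull the class towards other genes. For the 18 others with a mean of at least 0.1 UMIs, the median percentile of cell-to-cell variation among 200 genes of like mean was 75.2. That median exceeded those of 99.4% of 10000 random lists, as a description of these libraries, but fell short of the value of 90 set in advance, and 4 of the 18 were above it. Whether imprinting itself is involved stays open. A loss or gain of expression in some clones during culture might give such cells, and no test of clones or of parental copies was possible with these counts.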
